A study of Homo sapiens with 3 samples.

How the data were processed

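PAR-CLIP libraries made with an antibody against MATR3 from wild-type HEK293 cells, an established human embryonic kidney line, were compared across 3 biological replicates. PAR-CLIP (photoactivatable ribonucleoside-enhanced crosslinking and immunoprecipitation) marks crosslinked uridines as T-to-C changes in the reads. The 3 libraries form a single group with no control library, so every comparison was made between replicates, between classes of sites or against a computed background. The design text names an intersection with RNA-seq, which is not analysed here.

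The authors deposited one table of read clusters per replicate. Per the file headers, each row gives a chromosome, strand, start and end, an annotation class, a gene name, the cluster sequence and values per cluster. Read, distinct read, conversion location and conversion event numbers are whole counts, per the file headers, and were not normalised. The deposited fraction of reads with T-to-C is a value from 0 to 1. Multiplied by the read count it gave a whole number in 99.4% ± 0.088 of clusters (SD, n = 3). The deposited conversion specificity is on a log10 scale. It equalled the log10 of T-to-C reads over other mismatched reads plus 1 in 98.6% ± 0.17 of clusters (SD, n = 3). The deposited mode score, per the file headers, is a score with no stated range and was not used here. The aligner, cluster caller, genome build and annotation release are not stated in the labels. The sequences of all clusters equalled hg38 at the deposited coordinates read as 1-based and inclusive, in 133088, 131679 and 124040 clusters of replicates 1, 2 and 3.

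Every deposited cluster had at least 4 reads, at least 4 reads with T-to-C, at least 2 conversion locations and at least 20 nt. The lowest conversion specificity was 0.602, 0.602 and 0.601 in replicates 1, 2 and 3. These limits belong to the deposited tables, so sites below them were not seen, and a high share of T-to-C reads in clusters with few reads follows in part from them. The reads in clusters are not the depth of the whole libraries, which is not known here. Reads are given without molecular identifiers, and counts can include copies of one molecule. Clusters were called in each replicate separately.

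A cluster counted as found in another replicate when a cluster there overlapped it by at least 1 nt on the same strand. The comparison level was the same share after moving the clusters by 1000 nt up and down the chromosome. Read counts were compared with Spearman's rho and Pearson's r on the log2 scale, across overlapping clusters and across genes, which are not independent replicates. Annotation classes were taken as the authors' files give them. Conversion was the number of conversion events over conversion and non-conversion events, summed over a class. Non-conversion events count unconverted T positions, so this is a rate per T and not per read. Differences between classes were tested with exact two-sided sign-flip tests over the 3 replicates, for which 0.25 is the smallest p-value possible. There were 7 such tests, and no adjustment could bring any under 0.05.

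For each of all possible 5-mers, the number of clusters that contain it was divided by the number in dinucleotide-shuffled copies of the same sequences, with 5 copies of each cluster, and expressed as a log2 ratio. ATCTT, the DNA form of the AUCUU motif known for MATR3, was ranked among the 20 distinct orderings of its bases, with an exact one-sided rank p-value whose smallest value is 0.05. Gene names absent from GENCODE release 44 were matched through older symbols in a RefSeq gene table. In this way 92.2% ± 0.26 of the names in each file had a match (SD, n = 3). A fixed list of 22 genes was drawn up for the cGAS-STING pathway, with some genes of RNA sensing. It was set against 10000 random lists of protein-coding genes matched in 10 classes of gene length. Expression was not matched.

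The genes named were fixed before the data were examined. They were MATR3, the 10 protein-coding or long non-coding genes with the largest geometric mean share of reads among genes with a cluster in all 3 replicates, and the members of the cGAS-STING list. Mitochondrial, rRNA, tRNA, snRNA, snoRNA, miRNA, repeat and intergenic annotations were left out of those 10 by the same rule. The 5-mers named were ATCTT, its best-ranked ordering and the 10 with the largest mean log2 ratio. Other 5-mers named were chosen after their values were seen.

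Alternatives fixed beforehand were stricter cluster sets, equal numbers of clusters, another required overlap, other moving distances, weighting by reads, median conversion, other 5-mer backgrounds and counts, at least 2 clusters per gene, lists not matched on length, and leaving out each replicate in turn. Chosen after seeing the data were minimums of 3 conversion locations and of 3 distinct reads, leaving out mitochondrial clusters, the share of reads with T-to-C, and a background of flanking sequence of the same length 200 nt to each side.

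The tests behind the closing observations used a bar of 2 SD between replicates wherever the test had a value per replicate. A looser bar of 1 SD had been used for part of them at first. The uniform bar was set after the first values were seen, and it changed the reading of the test on the specificity minimum to undecided. For base composition, flanking windows were weighted by classes of length and of the shares of A, C and T, so that their composition followed that of the clusters. Several tests were also replaced or supplemented after their first values were seen, because the limits of the deposited tables or unequal read counts fixed part of their outcome: T-to-C in clusters without annotation, T-to-C in mitochondrial clusters, base composition of the orderings of ATCTT, and placement near splice sites. The first values are given beside the later ones. In the tests on the source of most reads, the bar was set after the shares were seen. The test on reads per cluster was likewise divided by the number of distinct reads, and a count of CG among leading 5-mers was added to the test stated before.

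The overlap, 5-mer, conversion and list computations were tested on simulated data. With 12% of 20000 simulated clusters shared, 12% were recovered for the overlap between replicates. With ATCTT implanted in simulated sequences it ranked 1 among its orderings over 6000 sequences, and without implants it ranked 11. Computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, pysam 0.24.0 and samtools 1.23.1, with figures from Matplotlib 3.10.9.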

Results

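MATR3 (matrin 3), a nuclear RNA-binding protein, was profiled by PAR-CLIP in wild-type HEK293 cells in 3 biological replicates, to locate its sites on RNA. The clusters numbered 133088 in replicate 1, 131679 in replicate 2 and 124040 in replicate 3. They held 1649124, 1506682 and 1532602 reads. Distinct reads numbered 549798, 629750 and 515954, and the median cluster had 3 distinct reads in each replicate. Clusters with no more than 2 distinct reads made up 35.3% ± 5.23 (SD, n = 3). The median cluster length was 38.7 nt ± 1.53 (SD, n = 3). No pair of replicates had gene read counts that agree within counting error, with a chi-square per degree of freedom of 18.1 for replicates 1 and 2, 17.5 for 1 and 3, and 17.8 for 2 and 3. The chi-square covers counting error only, and reads can include copies of one molecule, with 2.79 reads ± 0.34 per distinct read (SD, n = 3). The 3 libraries were counted separately, as labelled.

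The first comparison asked how far the replicates identified the same sites. On average 11.9% ± 0.37 of the clusters of a replicate overlapped a cluster of another replicate (SD, n = 3). After the clusters were moved by 1000 nt, 5.97% ± 0.19 did (SD, n = 3). The difference of 5.88 percentage points ± 0.19 was above 0 in 3 of 3 replicates and larger than the spread between them (exact sign-flip p = 0.25, the smallest possible). Each pair of replicates enters 2 of these 3 values, so they are not independent. The ratio of found to moved was 1.99 ± 0.015 (SD, n = 3). Clusters found in both other replicates made up 2.49% ± 0.068, and clusters found in neither made up 78.8% ± 0.72 (SD, n = 3). The choice that moved the ratio most was the moving distance. It was 1.30 when clusters were moved by 200 nt and 3.49 when they were moved by 5000 nt. After a move of 50 nt 10.9% ± 0.36 of clusters still overlapped, and after 200 nt 9.09% ± 0.34 did (SD, n = 3). A large part of the excess over the 1000 nt level was thus also present close beside the clusters. That excess therefore reflects clusters lying near one another, and not only recovery of the same sites.

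**Figure D1:**
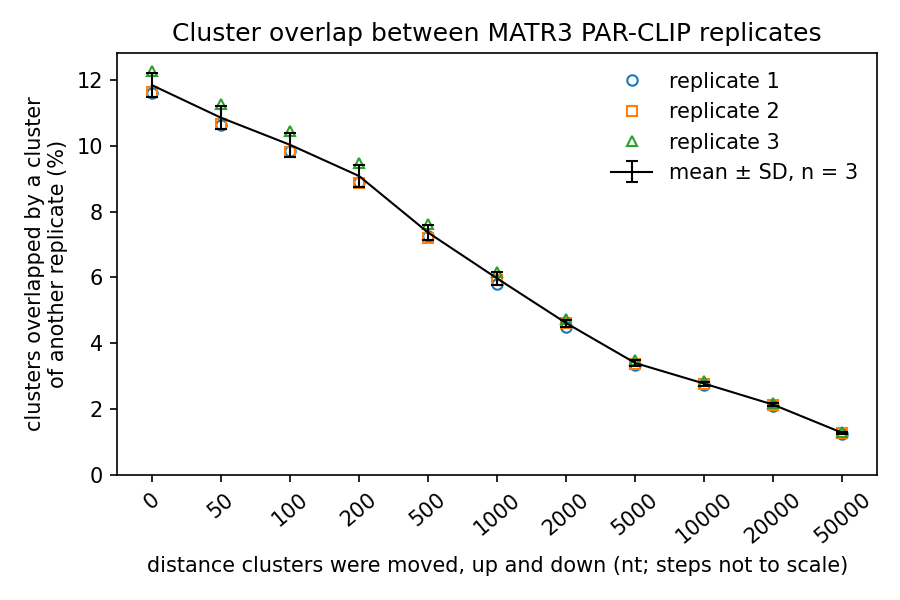
Percent of clusters of each MATR3 PAR-CLIP replicate overlapped by a cluster of another replicate (y axis) against the distance in nt by which the clusters were moved (x axis, steps not to scale), with points for replicates and a line with bars for the mean ± SD (n = 3). The mean fell from 11.9% without moving to 5.97% at 1000 nt and 1.27% at 50000 nt.

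Read counts per overlapping cluster were weakly correlated. Spearman's rho across clusters was 0.280 for replicates 1 and 2, 0.280 for 1 and 3, and 0.268 for 2 and 3, and Pearson's r of log2 counts was 0.328, 0.344 and 0.325. Per gene the correlations were higher. Across 9628, 9448 and 9565 genes shared by these pairs, rho was 0.858, 0.865 and 0.853, and r was 0.844, 0.851 and 0.840. Clusters and genes are not independent replicates, so no p-value is given. Requiring an overlap of at least 50% of both clusters raised the mean rho per cluster from 0.276 to 0.438.

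The classes in the authors' annotation were compared to describe where on transcripts the sites lay. Intron clusters made up 72.6% ± 0.099 of all clusters (SD, n = 3). Clusters with no annotation made up 13.0% ± 0.55, 3′ UTR clusters 5.08% ± 0.38, coding clusters 1.73% ± 0.17 and 5′ UTR clusters 0.778% ± 0.065 (SD, n = 3). The share in introns exceeded that in 3′ UTRs by 67.5 percentage points ± 0.30, and the share in 3′ UTRs exceeded that in coding sequence by 3.35 ± 0.31. Both differences had the same sign in 3 of 3 replicates and were larger than the spread (exact sign-flip p = 0.25 for each, the smallest possible). Weighting clusters by reads gave 70.9% ± 0.52 in introns and 6.20% ± 0.53 in 3′ UTRs (SD, n = 3). Transcript abundance and class length were not corrected for, so these shares are not densities.

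**Figure D2:**
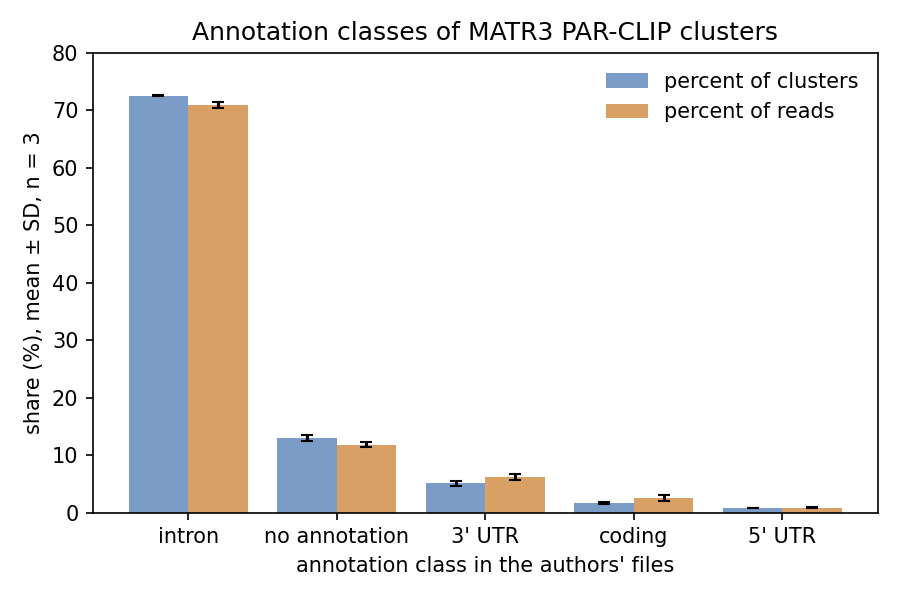
Share of clusters and of reads in percent (y axis) in 5 annotation classes of the authors' files (x axis), as bars for the mean over 3 replicates with SD. Introns held 72.6% of clusters and 70.9% of reads.

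The T-to-C change marks the crosslink and was compared between classes as a measure of signal. Per T position, conversion was 10.9% ± 0.38 in intron clusters, 10.4% ± 0.35 in 3′ UTR clusters and 11.7% ± 0.27 in coding clusters (SD, n = 3). Within replicates, introns exceeded 3′ UTRs by 0.481 percentage points ± 0.15, in 3 of 3 replicates (exact sign-flip p = 0.25, the smallest possible). Introns differed from coding clusters by -0.751 ± 0.59, with -1.41, -0.263 and -0.584 in replicates 1, 2 and 3 (exact sign-flip p = 0.25, the smallest possible). The size of the latter depended on the clusters and the measure. It was -3.09 ± 0.093 without mitochondrial clusters, a choice made after seeing the data, and -3.87 ± 0.086 for the median conversion over clusters (SD, n = 3). Its direction depended on the measure too. As a share of reads with T-to-C, a measure chosen after seeing the data, introns had 87.5% ± 0.62, coding clusters 75.2% ± 2.32 and 3′ UTR clusters 78.3% ± 0.74 (SD, n = 3). The difference between introns and coding clusters was then 12.2 percentage points ± 2.17. The minimum of 4 converted reads raises this share in clusters with few reads. In intron clusters with at least 20 reads it was 79.1% ± 0.78 (SD, n = 3). Classes were not matched on reads here, and mitochondrial clusters, which count among coding clusters, were not left out. The change of direction therefore decides nothing on signal. The difference between introns and 3′ UTRs depended on the measure as well. For the median conversion over clusters it was 0.080 percentage points ± 0.11 (SD, n = 3), within the spread. The values were 0.040, 0 and 0.199 in replicates 1, 2 and 3.

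AUCUU is the RNA motif known for MATR3, and its DNA form ATCTT was counted in the clusters. ATCTT was present in 9.63%, 8.89% and 9.11% of the clusters of replicates 1, 2 and 3. Against dinucleotide-shuffled copies the log2 ratio was 0.20 ± 0.01 (SD, n = 3). ATCTT ranked 5 among the 20 orderings of its bases (exact one-sided rank p = 0.25) and 151 among all 5-mers. ATTTC had the highest log2 ratio of the orderings, at 0.32 ± 0.0031 (SD, n = 3). The background decided the rank. Against flanking sequence, a background chosen after seeing the data, the log2 ratio was 0.52 ± 0.07 (SD, n = 3). ATCTT then ranked 1 among the 20 orderings (exact one-sided rank p = 0.05, the smallest possible) and 30 among all 5-mers.

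**Figure D3:**
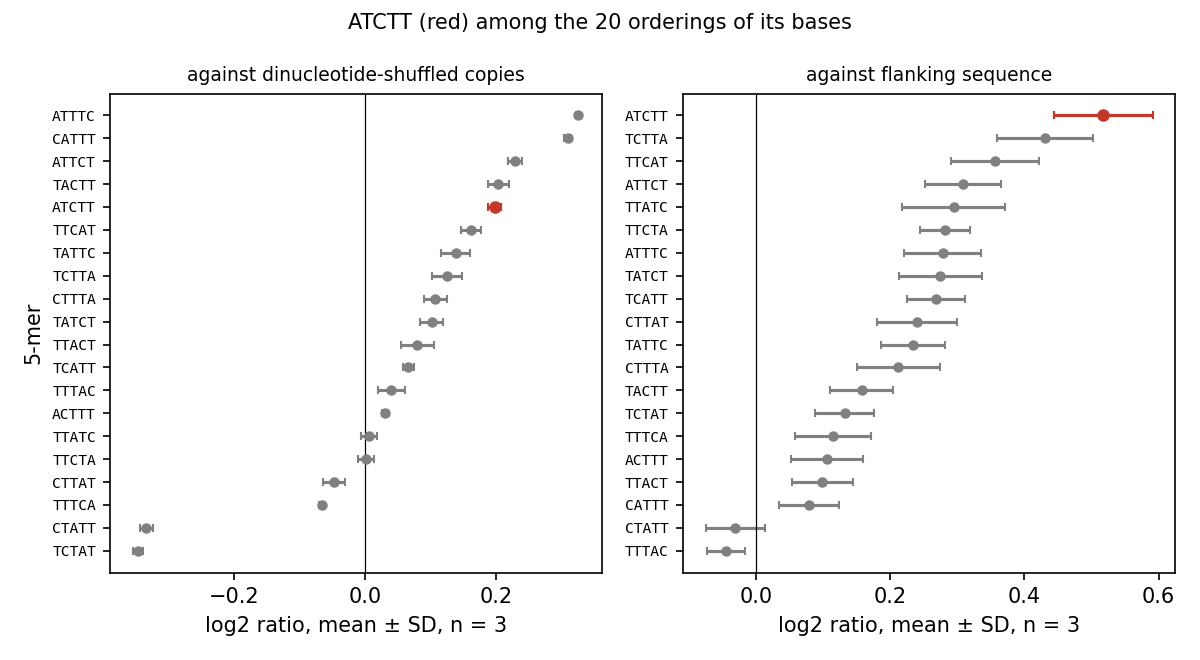
Log2 ratio (x axis, mean ± SD, n = 3) of the 20 orderings of the bases of ATCTT (y axis), against dinucleotide-shuffled copies on the left and flanking sequence on the right, with ATCTT in red. ATCTT ranked 5 on the left, with a log2 ratio of 0.20, and 1 on the right, with 0.52.

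In the search over all 5-mers, the 10 with the largest log2 ratios against shuffled copies were CACGT, ACGTG, ACGTA, AAATA, GGAAA, CCACG, CGTGG, TACGT, GGGAA and GAAAC. Their log2 ratios ranged from 0.82 ± 0.04 for CACGT to 0.51 ± 0.03 for GAAAC (SD, n = 3). Of the 10, 6 contained CG, as did 244 of all 5-mers. The log2 ratios of the 5-mers were correlated between replicates, with a mean rho of 0.982 across 5-mers. With flanking sequence as background 0 of these 10 remained among the leading 10. TCTTC led there with 0.94 ± 0.09, and 9 of the leading 10 consisted of C and T only.

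The log2 ratio of ATCTT was 0.20 ± 0.01 in intron clusters and 0.18 ± 0.06 in 3′ UTR clusters (SD, n = 3). The difference of 0.02 ± 0.05 was within the spread between replicates (exact sign-flip p = 0.75). Other classes, which the planned comparison left out, had higher log2 ratios, at 0.38 ± 0.02 in coding clusters and 0.46 ± 0.06 in 5′ UTR clusters (SD, n = 3). Against flanking sequence these were not higher than in introns, with 0.30 ± 0.24 in coding, 0.48 ± 0.15 in 5′ UTR and 0.51 ± 0.07 in intron clusters (SD, n = 3). Clusters without annotation had 0.22 ± 0.02 against shuffled copies and 0.60 ± 0.12 against flanking sequence (SD, n = 3). Under the latter background they exceeded introns in replicates 1, 2 and 3, with 0.610, 0.476 and 0.706 against 0.536, 0.441 and 0.566. By the number of replicates in which a cluster was found, the log2 ratio was 0.19 ± 0.01 for 1 replicate, 0.21 ± 0.01 for 2 and 0.38 ± 0.03 for 3 (SD, n = 3). The difference between 3 and 1 was 0.19 ± 0.03, above 0 in 3 of 3 replicates (exact sign-flip p = 0.25, the smallest possible). Clusters found in 3 replicates overlap one another by definition, so the 3 values share sequence and are not independent. Neither their spread nor their common sign measures replication. Clusters found in 3 replicates were longer, with a mean length of 75.4 nt ± 12.3 against 44.4 nt ± 1.88 for those found in 1 (SD, n = 3). Against flanking sequence the difference was 0.07 ± 0.09, within the spread.

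Genes with clusters were counted because the design intersects bound genes with expression data. Of 13550 genes with a cluster in any replicate, 8903 had one in all 3 replicates, 1932 in 2 and 2715 in 1. The 10 genes with most reads held 2.75% ± 0.22 of the reads in gene-annotated clusters, and the 100 with most held 10.6% ± 0.28 (SD, n = 3). Without mitochondrial clusters, the former share was 2.12% ± 0.12.

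Among nuclear protein-coding and long non-coding genes, ANKRD11, PVT1, TBCD, GRB10, SND1, THSD4, SLC7A1, PRRC2B, TTC28 and HUWE1 had the largest share of reads. Normalised reads are reads in a gene's clusters per 1000000 reads in gene-annotated clusters of the replicate. ANKRD11 (chromosome 16, 89267630 to 89490561, minus strand, hg38) had 3704 normalised reads ± 629 in 253.0 clusters ± 27.9 (SD, n = 3). Its cluster with most reads lay in an intron in each replicate, at 89380659 to 89381010 in replicate 1 with 206 reads, at 89435047 to 89435192 in replicate 2 with 84 reads, and at 89408115 to 89408213 in replicate 3 with 149 reads. PVT1, a long non-coding RNA gene (chromosome 8, 127794526 to 128187101, plus strand), had 2842 normalised reads ± 382. Its leading clusters lay in introns, at 127941703 to 127941986 with 135 reads in replicate 2 and at 127941716 to 127941865 with 162 reads in replicate 3. In replicate 1 the leading cluster was elsewhere, at 128050026 to 128050352, with 101 reads. TBCD (chromosome 17, 82752042 to 82945914, plus strand) had 2735 normalised reads ± 73.4. Its leading cluster was in intron 8 in replicates 1 and 3, at 82800134 to 82800302 with 99 reads and at 82800143 to 82800317 with 102 reads. In replicate 2 it was in intron 14, at 82879876 to 82880263, with 181 reads. GRB10 (chromosome 7, 50590063 to 50793462, minus strand) had 2136 normalised reads ± 161. Its leading clusters, classed as intronic, began at 50784467, 50649106 and 50602213 in replicates 1, 2 and 3, with 118, 79 and 80 reads. SND1 (chromosome 7, 127652194 to 128092609, plus strand) had 1781 normalised reads ± 230. Its leading clusters, also intronic, began at 127731424, 127662117 and 127738783, with 109, 35 and 52 reads. The remaining 5 genes had means from 1335 to 1712 normalised reads.

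MATR3 itself (chromosome 5, 139273752 to 139331671, plus strand, the longer of 2 overlapping GENCODE genes with this symbol) had 27, 23 and 36 clusters in replicates 1, 2 and 3, with 621, 240 and 535 reads. This was 334 normalised reads ± 134 (SD, n = 3). Intron clusters numbered 21, 23 and 29. The cluster with most reads differed between replicates, at 139283283 to 139283430 with 110 reads, at 139313665 to 139313736 with 29 reads and at 139293826 to 139293913 with 54 reads.

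The series title names the cGAS-STING pathway, in which cytosolic DNA is sensed, and a fixed list of 22 genes drawn up for it was examined. Not all are members of that pathway. The list also holds genes of RNA sensing, among them MAVS, RIGI and IFIH1, and the RNA-editing gene ADAR. Of the 22 genes, 8 had a cluster in all 3 replicates, 2 in 2, 3 in 1 and 9 in none of the files analysed here. Random lists matched on gene length had a mean of 8.28 genes in all 3 replicates, and 95% of them had between 4 and 12, which placed the list at percentile 45.0. The 8 genes were ADAR, RNASEH2B, MAVS, LMNB1, TBK1, RNASEH2C, NFKB1 and RELA. ADAR had 282 normalised reads ± 99.3, RNASEH2B 245 normalised reads ± 60.6, MAVS 187 normalised reads ± 36.2 and LMNB1 163 normalised reads ± 17.9 (SD, n = 3). The other 4 had means from 27.6 to 58.9 normalised reads. The leading MAVS cluster lay in intron 1 in each replicate, at 3848737 to 3848892, 3848755 to 3848861 and 3848672 to 3848819 on chromosome 20, with 58, 48 and 68 reads. In RELA and RNASEH2C the leading clusters lay in the 3′ UTR in 3 of 3 replicates. CGAS had 1 cluster with 10 reads in replicate 1, 2 clusters with 13 reads in replicate 2 and none in replicate 3. STING1 had none in the 3 files. Since only clusters with at least 4 reads are listed, binding below that limit was not detectable.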

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

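The tests below were chosen after the result was seen. Clusters on the minus strand of the mitochondrial chromosome held 842 reads on average per replicate, 482, 405 and 1638 in replicates 1, 2 and 3, in 10, 7 and 8 clusters. They enter no gene or class comparison of their own. With no control library, they were singled out because they lie above the 3 reads that a count of 0 allows. Every deposited cluster has at least 4 reads, so any region with a cluster passes that limit, and passing it does not set these clusters apart. On both strands, 26, 24 and 29 mitochondrial clusters held 0.967%, 1.13% and 1.58% of all reads, and 10, 9 and 12 of the 20 clusters with most reads were mitochondrial.

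For the listed mitochondrial clusters with over 100 reads, carry-over of RNA without crosslinks is argued against as the source of most reads. Regions without conversions could not be listed, so nothing is said of them. The bar for most reads was set after the shares were seen. Of the reads in these mitochondrial clusters 62.2% ± 1.63 had a T-to-C change, against 71.9% ± 0.71 in nuclear clusters with over 100 reads (SD, n = 3). The limits of the tables did not fix this level, since single clusters with over 100 reads went down to 30.6%, 24.6% and 11.2%. Carry-over may supply a part of the reads. Against the 5 nuclear clusters nearest in reads the median difference was -7.19 percentage points ± 3.10 (SD, n = 3). It was lower in 6 of 10, 9 of 9 and 8 of 9 clusters that could be matched. The remaining clusters had more reads than any nuclear cluster and could not be matched.

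Only 1, 1 and 2 of the clusters with over 100 reads lay on the minus strand, so the minus strand was also tested alone, with all its clusters. There 53.0% ± 2.88 of reads had a T-to-C change (SD, n = 3). With few clusters and a value this close to 50%, carry-over and other sources of most reads cannot be told apart. Against the 5 nuclear clusters nearest in reads the median difference was -20.6 percentage points ± 7.61 (SD, n = 3), lower in 8 of 10, 6 of 7 and 6 of 7 matched clusters, so carry-over may supply a part of the reads there too. A lower crosslinking rate of bound RNA would look the same and stays open, as do reads shared with nuclear copies of mitochondrial sequence, which were not tested. No biological explanation was tested, since the design has a single group.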

How the results depend on the processing

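Every deposited cluster has at least 2 conversion locations, so the planned minimum of 2 removed none and says nothing about stability. Without it, 287 values were recomputed over 31 results. Of these, 186 moved by less than the spread between replicates, kept their side of a threshold or, for counts of genes, stayed within 1.5 times the reported count. A further 97 moved by more, 1 passed its threshold and 3 changed sign. The count of genes with clusters in all replicates, 8903, was 6926 with clusters of at least the median read count, 6386 with at least 3 conversion locations, 7232 with at least 3 distinct reads and 7188 with at least 2 clusters per gene. Spreads were small, so that many of these moves are small in size. Except where a construction is named, the cause was not tested. The minimums of 3 conversion locations and 3 distinct reads, the removal of mitochondrial clusters, the share of reads with T-to-C and the flanking background were chosen after seeing the data. No analysis paired between groups of samples was possible because the samples form a single group.

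With clusters of at least the median read count, 12.3% were found in another replicate, 2.58% in both, and 5.71% after moving, a ratio of 2.16. Mean rho was 0.255 per cluster and 0.801 per gene. Shares were 72.9% intron, 5.92% 3′ UTR and 11.6% without annotation. ATCTT had a log2 ratio of 0.22, rank 4 among its orderings and rank 115 among all 5-mers, with a rho of 0.976 between replicates. The excess in clusters found in 3 replicates over 1 was 0.11. The leading 10 and 100 genes held 3.22% and 11.9% of reads.

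With at least 3 conversion locations, 12.8% were found in another replicate, 2.62% in both and 5.63% after moving, a ratio of 2.27. The Spearman correlation per gene was 0.777. Shares were 74.0% intron, 5.66% 3′ UTR, 1.49% coding and 11.1% without annotation. Conversion in introns minus coding was -0.128. ATCTT had a log2 ratio of 0.21, ranks 3 and 129, and a rho of 0.973. The leading 10 and 100 genes held 3.55% and 12.7%.

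With at least 3 distinct reads, 13.6% were found in another replicate, 2.98% in both and 6.27% after moving, a ratio of 2.18. The Spearman correlation was 0.242 per cluster and 0.816 per gene. Shares were 73.1% intron, 5.90% 3′ UTR and 11.4% without annotation. Conversion in introns minus 3′ UTRs was 0.277. ATCTT had a log2 ratio of 0.22, ranks 4 and 116, a rho of 0.979, and an excess in 3 replicates over 1 of 0.16. The leading 10 and 100 genes held 3.18% and 11.8%.

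With equal numbers of clusters the ratio of found to moved was 2.002. With an overlap of at least 50% of both clusters, 5.70% were found in another replicate, 0.625% in both and 1.85% after moving, a ratio of 3.08. The Spearman correlation per cluster was 0.438 and the excess of ATCTT in 3 replicates over 1 was 0.41. Fewer overlaps follow from the stricter requirement itself. Clusters moved by 200 nt overlapped in 9.09%, a ratio of 1.30, and by 5000 nt in 3.40%, a ratio of 3.49.

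Weighted by reads, shares were 70.9% intron, 6.20% 3′ UTR, 2.57% coding and 11.8% without annotation. Median conversion over clusters gave 0.0796 ± 0.11 (SD, n = 3) for introns minus 3′ UTRs, within the spread, and -3.87 for introns minus coding. As a share of reads with T-to-C the differences were 9.16 and 12.2, the latter of opposite sign to the rate per T. This share was not matched on reads per cluster, and mitochondrial clusters were kept. Without mitochondrial clusters, introns minus coding was -3.09, and the leading 10 and 100 genes held 2.12% and 9.86%.

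Against mononucleotide-shuffled copies ATCTT had a log2 ratio of 0.36, ranks 4 and 293, and an excess in 3 replicates over 1 of 0.13. The Spearman correlation between replicates was 0.999, and 0 of the 10 leading 5-mers were shared. Counting occurrences gave a log2 ratio of 0.21. Against flanking sequence ATCTT had 0.52, ranks 1 and 30, and an exact rank p of 0.05, which was the smallest possible. In the other alternatives the exact rank p ranged from 0.15 to 0.25. The excess in 3 replicates over 1 was 0.0725, rho was 0.980, 0 of the leading 10 were shared, and introns minus 3′ UTRs was -0.00218.

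Across the 3 computations that each left out a replicate, the ratio of found to moved ranged from 1.95 to 2.01, rho per cluster from 0.268 to 0.280, rho per gene from 0.853 to 0.865, and rho across 5-mers from 0.980 to 0.984. The ATCTT difference between introns and 3′ UTRs ranged from -0.00769 to 0.0409. It was below 0 without replicate 2, with a size within the spread. Conversion in introns minus coding ranged from -0.995 to -0.423. Of the single genes named, 9 values moved, all upward and in ANKRD11, TBCD and GRB10 under stricter cluster sets.

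The list drawn up for the cGAS-STING pathway stayed inside the central 95% of random lists in each alternative run, at percentiles from 34.8 to 74.8.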

Other observations

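Of the tests below, those on placement within 100 nt of splice sites, gene length, downstream and upstream position, the composition-weighted windows, and the leading 5-mers of flanking windows were stated before their results were seen. The others were chosen after the result was seen. No biological explanation was tested, since the design has a single group and no control.

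Few clusters were found again in other replicates. A single deviating replicate is argued against, since the 6 ordered pairs of replicates spanned only 0.980 percentage points. Too few reads per cluster may explain part of it. From 1 distinct read to 6 to 8, the ratio of found to moved rose by 0.996 ± 0.14 (SD, n = 3). It did not keep rising, and was 1.29 ± 0.23 above 30 distinct reads. In those clusters 33.0% ± 10.4 were found again, where Poisson sampling of the same sites gives 100%, so sampling is argued against as the whole cause there.

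Clusters with over 100 reads were found again in 33.1% ± 12.6, against 27.4% ± 4.64 after moving (SD, n = 3). The values were 29.0% against 26.7% in replicate 1, 47.2% against 32.4% in replicate 2, and 23.2% both found and moved in replicate 3. Of the 6 ordered pairs of replicates, 2 had fewer clusters found than after moving, and both were searches in replicate 2, with 20.7% against 24.3% for clusters of replicate 1 and 17.2% against 23.0% for those of replicate 3. Between replicates 1 and 3 the values were 37.4% against 29.0% and 29.1% against 23.3%. The minimum on conversion specificity in the deposited tables is a candidate cause, because 62.7% ± 3.0 of these clusters had a specificity under 0.7, against 23.6% ± 4.23 of clusters with 15 to 20 reads. Of clusters with up to 6 reads, 59.8% ± 2.7 were also under 0.7 (SD, n = 3), but there few converted reads alone keep the specificity low, so they do not bear on this cause. Clusters with a specificity of at least 0.8 were found again more often than those under 0.7 by 2.30 percentage points, with an SD of 2.04. With 61, 29 and 54 such clusters, the filter and other causes cannot be told apart.

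The 5-mers that led against shuffled copies often contained CG. If the background alone produced the ranking, flanking windows set against their own shuffled copies would give the same leaders. Only 2 of the 10 were shared, which argues against that strict form. The log2 ratios were nonetheless correlated across 5-mers, with a mean rho of 0.813 ± 0.020, and 9 of the 10 leaders of the flanking windows contained CG. The presence of CG among the leaders may thus be a property of the surrounding sequence under this background. ATCTT had a log2 ratio of -0.06 in the flanking windows, against 0.20 in clusters.

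ATCTT lay above the median of its 20 orderings against flanking sequence by 0.28 ± 0.03 on the log2 scale (SD, n = 3). This alone decides nothing on base composition, since ATCTT already led these orderings. Clusters held more C than flanking windows, 25.8% against 23.0%. With windows weighted to the base composition and length of the clusters, the log2 ratio of ATCTT fell from 0.52 to 0.44 ± 0.03 (SD, n = 3). It still led its orderings in 3 of 3 replicates, above the highest other by 0.031 ± 0.0060, which argues against base composition as the whole cause. The lead narrowed, since the next ordering, TCTTA, stood at 0.43 before weighting and at 0.41 after it. The distance of ATCTT above the median ordering fell from 0.28 to 0.21 ± 0.02 (SD, n = 3). Base composition may thus account for a part of the lead. Preference for runs of C and T stays open, since TCTTC led among all 5-mers before weighting.

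Clusters without annotation numbered 16896 ± 1288 per replicate. An older annotation may account for a part only, as 18.1% ± 0.33 lay in a GENCODE gene on the same strand. A further 33.6% ± 0.69 lay antisense to a gene. Of those outside genes on their strand, 57.3% ± 1.95 lay within 10 kb downstream of a gene end and 27.4% ± 0.77 within 10 kb upstream of a gene start. The ratio of 2.09 ± 0.039 is consistent with transcripts that run past annotated ends, as a hypothesis. For the listed clusters, uncrosslinked background is argued against as the source of most reads, by a bar set after the shares were seen. In clusters with at least 20 reads, 77.0% ± 0.52 of reads had a T-to-C change, against 79.1% ± 0.78 in introns (SD, n = 3). For a part of the reads it is undecided. The difference from introns was -2.06 percentage points ± 0.64 there, but 0.517 ± 0.34 over all clusters, where the minimum of 4 converted reads limits the measure. Conversion per T was higher than in introns, by 1.01 ± 0.094 (SD, n = 3). These opposite signs mean that the explanations cannot be told apart for a part of the reads.

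Gene length may shape the number of clusters per gene. Across genes, rho between clusters per gene and gene length was 0.375 ± 0.024 (SD, n = 3). Genes are not independent replicates. Expression was not used here.

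In introns of at least 1000 nt, clusters within 100 nt of a splice site were 0.627 times as frequent as even placement gives. This combined value decides nothing, since a cluster wholly inside an intron cannot be centred close to its end. That limit holds at both ends alike, so the ends were compared, a choice made after the values were seen. At 50 to 100 nt, density relative to even placement was 0.911 ± 0.021 on the donor side and 0.702 ± 0.028 on the acceptor side (SD, n = 3). This difference argues against even placement at 50 to 100 nt. Within 50 nt, where the limit acts most, even placement and other causes cannot be told apart. From 100 to 500 nt, density relative to even placement was 0.835 ± 0.022 on the acceptor side and 1.10 ± 0.026 on the donor side. Their ratio of 0.757 ± 0.031 argues against even placement. Nascent transcripts cut short within introns were not tested and stay open.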
